A study of Drosophila melanogaster with 8 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

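Argonaute 2 (AGO2) is the small RNA binding protein of the RNA interference pathway in Drosophila melanogaster, and a fraction of it is found on chromatin. Its chromatin association was assayed by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in Kc cells, an embryonic Drosophila cell line. Cells received a mock treatment or triptolide, a compound that blocks initiation of transcription, at 10 µM for 60 min. The series comprised 8 samples, namely 2 AGO2 immunoprecipitations and 2 inputs per treatment. Peak lists of the 4 immunoprecipitations were used; the 4 input libraries were not analysed here by themselves. Group and replicate number were taken from the sample labels.

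According to the study's methods, the authors trimmed reads with cutadapt, aligned them to the dm6 genome build with bowtie2, discarded alignments with a mapping quality below 20, removed duplicates with Picard and called peaks with MACS2 for each replicate separately against its input. The lists used here are those of single replicates. The authors further called peaks on both replicates together and drew their final peaks from that pooled call, a set that was not used here. Each deposited list had 10 columns and gave the position of every peak, the position of its summit and several values per peak. The score deposited by the authors was the whole part of 10 times the −log10 q-value, which held for every peak, with 0 exceptions. The deposited fold is the ratio of immunoprecipitated signal over local background at the summit. The authors' lists further held the −log10 p-value and the −log10 q-value, and the lowest −log10 q-value in any list was 1.32. Scores, folds and q-values are the authors' own values for each peak and were used here only to describe, rank or filter peaks within a list. Read numbers were not used here, so the depth of each library is unknown, and the number of peaks in a list cannot be separated from depth or from enrichment of the immunoprecipitation. A mapping quality filter discards reads that align equally well to several places, so repeats with near-identical copies can be missed.

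Coordinates are those of dm6, which is the Release 6 assembly (BDGP6). In total 0 peaks extended past the end of a chromosome of the reference sequence. Genes and transcription start sites (TSSs) came from the Ensembl annotation of BDGP6.54, with 18277 genes after removal of transposable elements and 23697 distinct TSSs on the placed chromosomes, which span 137.5 Mb. Each peak or region was assigned to the first matching class of the hierarchy promoter, exon, intron and intergenic. A promoter was defined as any overlap with the 1500 bp on either side of a TSS. The study gives its promoters as TSS + 1500 bp, which can also be read as downstream only. That reading was run as an alternative. Peaks on sequences not placed on a chromosome were counted as unplaced, with no feature or GC content. Summits were called close to a TSS when within 250 bp of it, a window set after the data were examined.

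Overlap required 1 bp. A consensus region is a merged interval that holds a peak from both replicates of a treatment. Mock consensus regions with no peak in either triptolide list are called lost, those with a peak in 1 of the 2 lists partial, and those with a peak in both retained. Triptolide consensus regions with no peak in either mock list are called gained. These calls rest on presence in a list and not on read counts, so a region can be lost because its signal fell just below the threshold of the caller. Score percentiles were computed within each list and averaged over the replicates of the treatment that defines a region.

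Values per list were compared between treatments with two-sided exact permutation tests. With 2 lists against 2, the smallest p-value such a test can give is 0.333, so no comparison of this kind can reach 0.05. Overlap in base pairs between pairs of lists was measured by the Jaccard index, the shared length over the combined length, and tested over the 3 ways of splitting 4 lists into pairs. Promoter shares of region classes were compared with two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 2 tests, and score percentiles with a two-sided permutation test of the medians (100000 resamples). Regions are not biological replicates, and these last tests describe the 4 libraries. Overlap of consensus regions was set against 1000 random placements within the same chromosome, one-sided. Features and GC content were further set against 20 uniform placements on the main arms and against 100 draws of random windows of the same width and of a GC content within 1 percentage point, sought among 20000 windows per region. These draws were repeated for regions with at most 10% soft-masked repeat sequence. Intervals of shares are Wilson 95% intervals and cover counting error over peaks or regions only.

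The tests, the definition of each region class and the following rule for named loci were fixed before the data were examined. It comprised 5 genes shown by the study (Traf4, cv-2, Socs36E, betaTub60D and vri), the 5 lost and 5 gained regions with the highest mean score percentile, and the 3 retained regions with the highest mean percentile over all 4 lists. Alternatives fixed at the same time were an overlap of 50% of the shorter interval, the top 50% of each list by score, the same number of top-scoring peaks from every list (1055), consensus from at least 1 replicate, other promoter definitions, assignment by midpoint, stratification by score percentile, circular shifts, main arms only, a replicate block, mean in place of median width, overlap as a share of the shorter list, and omission of each replicate. The comparisons of GC content, of exon share and of summit distance, a wider summit window, promoters of protein-coding genes only and stratification by GC content were added after the data were examined.

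Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. The functions were tested on simulated lists placed on the real genome. For the comparison of a simulated mock and triptolide pair of groups with 2624 regions, 618 of 618 simulated lost regions, 1856 of 1856 gained regions and 150 of 150 retained regions were recovered, and a simulated promoter odds ratio of 0.25 for gained against retained regions was recovered as 0.262. Simulated sites lay far apart, and each was present in both replicates of its treatment. Full recovery therefore checks the functions only and not the accuracy of calls in the real lists.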

Results

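AGO2 ChIP-seq peak lists were compared between mock-treated and triptolide-treated Kc cells, to ask whether AGO2 stays on chromatin when initiation of transcription is blocked. Each treatment had 2 replicates, and peaks had been called in each replicate against its own input. Mock replicates 1 and 2 held 1055 and 1919 peaks, which covered 0.478 and 1.01 Mb. Triptolide replicates 1 and 2 held 5594 and 5873 peaks, which covered 2.47 and 2.65 Mb. Sequencing depth is unknown for all 4 libraries, so these numbers describe what was called and not the amount of AGO2 on chromatin.

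The triptolide lists held more peaks than the mock lists. Peak number was 1487 ± 611 (SD, n = 2) in mock and 5733.5 ± 197 (SD, n = 2) after triptolide, a ratio of 3.86 and a log2 ratio of 1.95 (two-sided exact permutation test, p = 0.333, the smallest value possible for 2 lists against 2). Both triptolide lists exceeded both mock lists, and the difference of the means was larger than the spread between replicates. The log2 ratio moved most, to 2.44, when mock replicate 2 was left out. Median peak width was 414 and 464 bp in the mock lists and 386 and 388 bp in the triptolide lists, a difference of -52 bp (exact permutation p = 0.333). The difference was -77 bp without mock replicate 1 and -27 bp without mock replicate 2, and -51 and -53 bp without triptolide replicates 1 and 2. With the top 50% of each list by score it was -106.5 bp. With an equal number of top-scoring peaks per list the difference was -50 bp, but the lists of the 2 treatments then overlapped in width (exact permutation p = 1). Within lists, the median fold enrichment given by the authors was 5.00 and 4.73 in mock and 3.40 and 3.46 after triptolide, and the median −log10 q-value was 10.8 and 13.4 in mock and 3.95 and 3.88 after triptolide. These values depend on depth and are given only to describe each list.

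**Figure D1:**
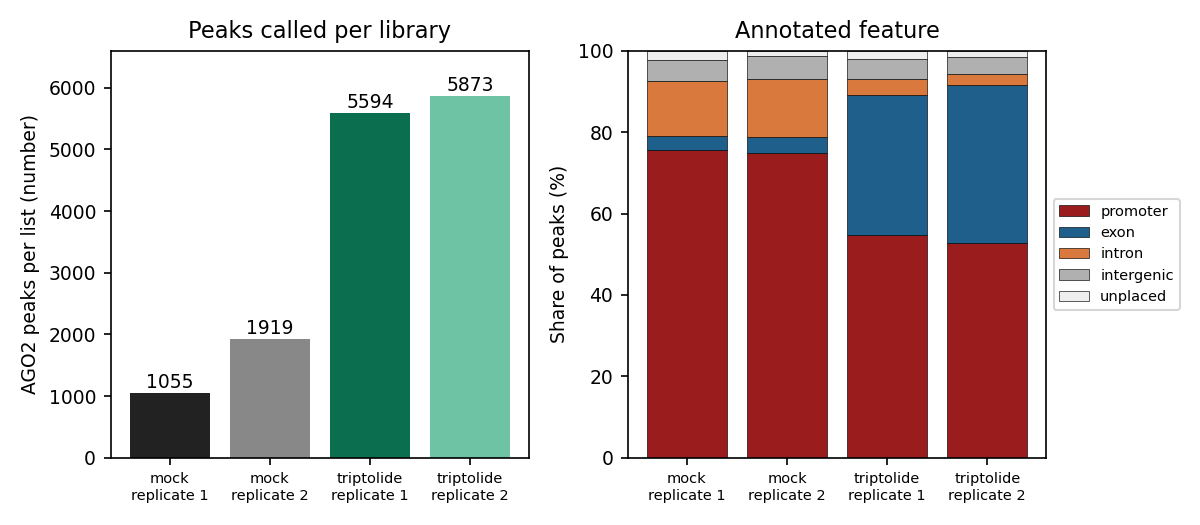
Bars on the left give the number of AGO2 peaks in each of the 4 lists, and stacked bars on the right give the share of peaks (%) at promoters, exons, introns, intergenic sequence and unplaced sequence. The triptolide lists hold 5594 and 5873 peaks against 1055 and 1919 in mock, and 34.5% and 38.9% of them lie in exons against 3.41% and 4.12%.

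Replicates were compared first, to set the error for comparisons between treatments. Of mock replicate 1 peaks, 90.0% (95% interval 88.1 to 91.7%) overlapped a peak of mock replicate 2, and 48.4% (46.2 to 50.6%) of mock replicate 2 peaks overlapped replicate 1. The corresponding shares were 56.7% (55.4 to 58.0%) and 53.9% (52.6 to 55.1%) for triptolide replicates 1 and 2. Averaged over both directions, replicate overlap was 69.2% in mock and 55.3% after triptolide, and the triptolide value moved most, to 36.0%, when 1055 top-scoring peaks were taken from every list. Between treatments, 33.3% and 19.9% of mock replicate 1 peaks overlapped triptolide replicates 1 and 2, and for mock replicate 2 the shares were 23.4% and 15.9%. Of triptolide peaks, between 3.61% and 8.03% overlapped a mock list. The Jaccard index was 0.400 for the mock pair and 0.323 for the triptolide pair, against a mean of 0.0382 over the 4 pairs across treatments (range 0.0254 to 0.0496). The difference of the means within and between treatments was 0.324 (exact permutation over 3 splits, p = 0.333, the smallest value possible).

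**Figure D2:**
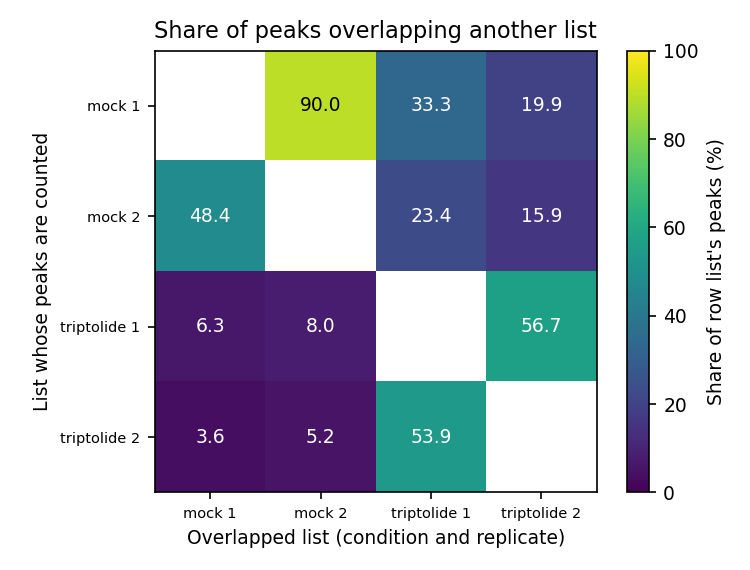
Each cell gives the share (%) of the peaks of the list in its row that overlap, by at least 1 bp, a peak of the list in its column. Pairs of replicates share 48.4% to 90.0% of peaks, whereas at most 33.3% of any list overlaps a list of the other treatment.

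Both mock lists together gave 928 consensus regions. Of these, 597 (64.3%, 95% interval 61.2 to 67.3%) were lost, 185 (19.9%, 17.5 to 22.6%) were partial and 146 (15.7%, 13.5 to 18.2%) were retained in both triptolide lists. Triptolide lists gave 3098 consensus regions, of which 2815 (90.9%, 89.8 to 91.8%) were gained. The counts depended on which lists were asked to agree. Lost regions numbered 1448 and gained regions 7651 when a peak in at least 1 replicate sufficed. Without mock replicate 1 there were 1406 lost regions, without triptolide replicate 1 there were 5518 gained regions and without triptolide replicate 2 there were 5097. The retained share was 33.1% without triptolide replicate 2. With 1055 top-scoring peaks per list, 590 regions were lost and 303 were gained.

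Of 923 mock consensus regions on placed chromosomes, 144 overlapped a triptolide consensus region. Random placement within chromosomes gave 25.9 ± 4.89 (SD over 1000 placements), so the overlap was 5.55 times that of chance (permutation p = 0.001, the smallest value 1000 placements can give). The ratio ranged from 3.87 to 7.49 when each replicate was left out and was 21.5 with 1055 peaks per list.

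Peaks were then placed on gene features. Promoters held 75.3% ± 0.676 (SD, n = 2) of mock peaks and 53.7% ± 1.49 (SD, n = 2) of triptolide peaks, a difference of -21.6 percentage points (exact permutation p = 0.333). Narrowing the promoter to 500 bp on either side of a TSS changed this difference to -29.6 percentage points. A promoter from the TSS to 1500 bp downstream changed it to -16.8 percentage points, and taking 1055 top-scoring peaks per list changed it to -13.9 percentage points. Exons outside promoters held 3.76% ± 0.498 (SD, n = 2) of mock peaks and 36.7% ± 3.16 (SD, n = 2) of triptolide peaks, a difference of 32.9 percentage points (exact permutation p = 0.333). The exon difference was 49.6 percentage points with the 500 bp promoter and 23.2 with 1055 top-scoring peaks per list. In the latter case exons held 19.5% and 32.9% of peaks in triptolide replicates 1 and 2. Introns held 13.8% ± 0.505 (SD, n = 2) in mock and 3.33% ± 0.855 (SD, n = 2) after triptolide. The intergenic share was 5.37% ± 0.220 (SD, n = 2) in mock and 4.44% ± 0.523 (SD, n = 2) after triptolide. For windows placed uniformly on the main arms with the widths of triptolide replicate 1 peaks, promoters held 34.4%, exons 14.3%, introns 29.3% and intergenic sequence 22.0%.

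The distance from summit to TSS differed between treatments. Summits lay within 250 bp of a TSS for 46.9% (95% interval 43.9 to 49.9%) and 41.6% (39.4 to 43.9%) of mock peaks and for 7.01% (6.37 to 7.71%) and 5.64% (5.07 to 6.26%) of triptolide peaks. The means differed by -38.0 percentage points (exact permutation p = 0.333). Midpoints of uniformly placed windows lay this close to a TSS in 7.31% and 7.57% of cases for the mock lists and in 7.45% and 7.48% for the triptolide lists. Within this window the summits of all triptolide peaks on the main arms (7.16% and 5.73%) were thus no more frequent than random midpoints. This did not hold for the strongest peaks. With 1055 top-scoring peaks per list the triptolide shares were 15.2% and 8.25%, and with the top 50% of each list 9.76% and 6.91%. Random placements were not drawn for these subsets. Just beyond the 250 bp window the triptolide shares rose steeply. Summits within 236 bp of a TSS made up 6.27% and 4.95% of peaks in triptolide replicates 1 and 2, and those within 534 bp 26.5% and 23.7%. With a summit window of 500 bp the means of the treatments differed by -31.6 percentage points (exact permutation p = 0.333). Random midpoints were drawn for the 250 bp window only, so the comparison with chance does not extend to these distances. At the wider scale of promoters the full triptolide lists did exceed random placement. On the main arms, 55.9% and 53.6% of triptolide peaks overlapped a promoter against 34.4% of uniform windows for either list, with 0 of 20 placements reaching the observed share. Median distance was 273 and 389.5 bp in mock and 1332 and 1518 bp after triptolide.

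**Figure D3:**
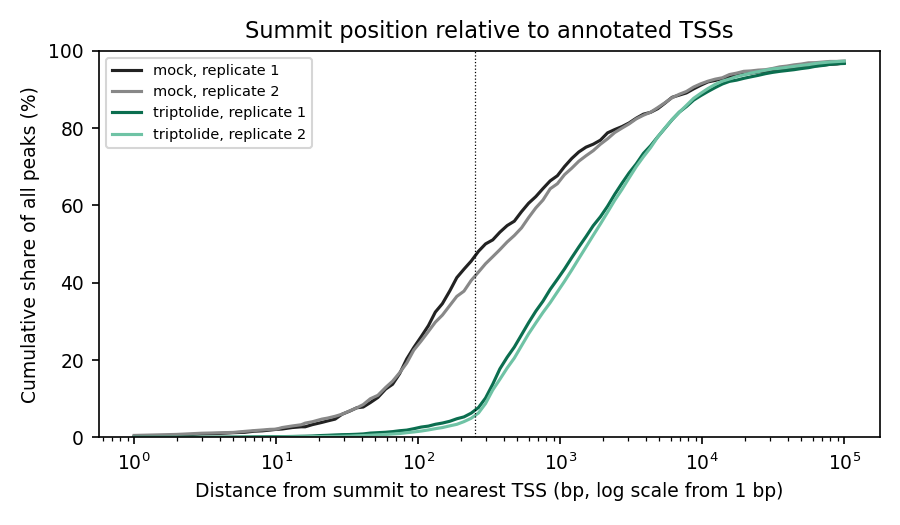
Cumulative share of all peaks of a list (%) by distance from the summit to the nearest annotated TSS (bp, logarithmic axis), with 1 line per list and a dotted line at 250 bp. Both mock lines rise early, with 46.9% and 41.6% of all peaks within 250 bp, while both triptolide lines are low there, with 7.01% and 5.64%.

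GC content separated the treatments. Median GC content of peaks was 51.2% and 48.9% in mock and 58.9% and 59.8% after triptolide, a difference of the means of 9.32 percentage points (exact permutation p = 0.333) that ranged from 8.15 to 10.5 when each replicate was left out. Random windows had a median of 42.0% (interquartile range 36.5 to 47.4%). Peaks below 50% GC numbered 390 and 1090 in the mock lists but 46 and 8 in the triptolide lists, a log2 ratio of the means of -4.78. Peaks at or above 50% GC numbered 642 and 802 in mock and 5434 and 5770 after triptolide, a log2 ratio of 2.96. The larger number of triptolide peaks was therefore found only in the GC-rich class of this split. By class of region, median GC content was 47.8% for lost, 49.5% for partial, 52.8% for retained and 59.7% for gained regions. The first 3 values were measured on mock intervals and the last on triptolide intervals. On triptolide intervals, retained regions had a median of 56.7%, nearer to that of gained regions.

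**Figure D4:**
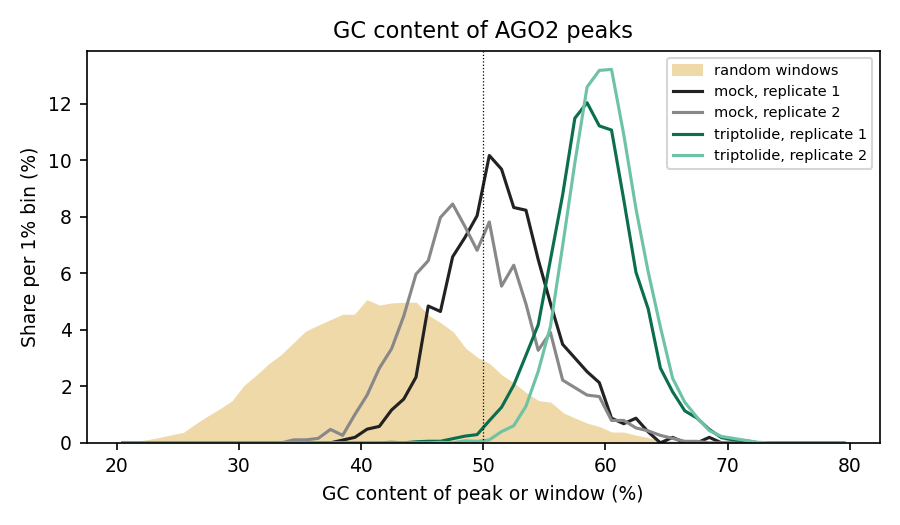
Share of peaks (%) per 1% bin of GC content for the 4 lists, with random windows on the main arms as a shaded area and a dotted line at 50%. Medians lie at 51.2% and 48.9% for mock, at 58.9% and 59.8% for triptolide and at 42.0% for random windows.

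Retention of mock consensus regions varied with their GC content. Below 45% GC, 6 of 171 regions (3.51%, 95% interval 1.62 to 7.44%) were retained. The share was 8.85% (6.37 to 12.2%) of 373 regions between 45% and 50%, 22.6% (18.1 to 27.7%) of 288 regions between 50% and 55% and 41.8% (32.2 to 52.0%) of 91 regions at or above 55%. Random windows of the same GC content and width had a peak in both triptolide lists in 0.947%, 2.66%, 6.86% and 21.4% of cases for these 4 bins, in ascending order, so part of the rise is the chance overlap with lists that are dense in GC-rich sequence. The observed share was above all 100 draws in the bins from 45% upward, and below 45% it was reached by 1 of 100 draws. These bins were set after the data were examined.

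Lost, retained and gained regions were compared for placement at promoters. Promoters held 80.1% (95% interval 76.7 to 83.1%) of lost regions, 78.1% (70.7 to 84.0%) of retained regions and 53.6% (51.8 to 55.5%) of gained regions. Lost and retained regions did not differ detectably (odds ratio 1.13, 95% interval 0.726 to 1.75, Fisher's exact p = 0.646, adjusted p = 0.646). Gained regions lay at promoters less often than retained regions (odds ratio 0.325, 0.218 to 0.484, Fisher's exact p = 3.51e-09, adjusted p = 7.02e-09). The ratio for gained regions was 0.560 without mock replicate 2 and lay between 0.235 and 0.470 under the alternatives that kept all lists. Random windows matched to lost regions in GC content and width lay at promoters in 39.7% of cases (range over 100 draws 35.4 to 44.3%).

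Lost regions ranked lower in the mock lists than retained regions. The median score percentile was 57.1 for lost and 83.3 for retained regions, a difference of -26.2 percentile points (permutation p = 1e-05, the smallest value 100000 resamples can give). The difference in percentile depended on whether mock replicate 1 was included. Without mock replicate 1 the difference was -2.16 percentile points, whereas without any other replicate it lay between -26.7 and -18.0. Omitting mock replicate 1 changes both the regions and the scores, and these were not separated.

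The lost regions with the highest scores lay mostly at promoters. A region at 3L:5184605 to 5185306 in the 5' UTR and promoter of shep (FBgn0052423) had a mean score percentile of 97.8, with a fold enrichment of 8.45 and 13.7 in mock replicates 1 and 2. A region at 3R:20778207 to 20778982 in the 5' UTR and promoter of Syp (FBgn0038826) had a percentile of 97.7 and fold enrichments of 16.1 and 11.6. The others were an intergenic region at 2R:4270551 to 4271269, a 5' UTR and promoter region of cpo (FBgn0263995) at 3R:17943676 to 17944281 and a 5' UTR and promoter region of fng (FBgn0011591) and lncRNA:CR45243 (FBgn0266778) at 3L:20949334 to 20950325, with percentiles of 96.6, 96.3 and 96.0. Their GC content lay between 41.9% and 51.3%.

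The gained regions with the highest scores all lay at promoters by the definition used here and also overlapped coding sequence. They were found at 2R:16586225 to 16586656 in the coding sequence and 3' UTR of RpLP2 (FBgn0003274), at X:11350031 to 11350475 by CG1738 (FBgn0030291), NdufV3 (FBgn0030292) and CG1737 (FBgn0030293), at 3R:4820452 to 4821113 in CG14657 (FBgn0037282), at 3R:11819702 to 11820150 by COX5A (FBgn0019624) and glo (FBgn0259139), and at 2L:13411203 to 13411627 by Vm34Ca (FBgn0003983) and Flad2 (FBgn0032522). Mean score percentiles ranged from 98.9 to 99.8 and GC content from 57.1% to 62.6%. Fold enrichment for the RpLP2 region was 7.28 and 7.05 in triptolide replicates 1 and 2. The retained regions with the highest ranks over all 4 lists lay in 5' UTR and promoter sequence of ttk (FBgn0003870, 3R:31712907 to 31714218), brk (FBgn0024250, X:7307334 to 7308051) and Tet (FBgn0263392, 3L:2820908 to 2821553), with mean percentiles of 99.9, 99.7 and 99.5 and a GC content between 52.7% and 53.5%.

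The genes fixed in advance gave mixed results. At Traf4 (FBgn0026319), a promoter peak was called in mock replicate 1 at 2L:4371710 to 4372083 and in mock replicate 2 at 2L:4371651 to 4372194, with summits 92 and 76 bp from a TSS. Triptolide replicate 2 had 0 peaks at this locus, and replicate 1 had a peak beside the mock peaks, at 2L:4372207 to 4372539, with its summit 355 bp from a TSS. At cv-2 (FBgn0000395), promoter peaks at 2R:21379328 to 21379681 and 2R:21379308 to 21379731 were present in mock replicates 1 and 2. Triptolide replicate 1 had 0 peaks at cv-2, and replicate 2 had 2 peaks, an exonic peak at 2R:21356018 to 21356956 and an intergenic peak at 2R:21354325 to 21354621, with 60.3% and 58.6% GC. At Socs36E (FBgn0041184), exonic peaks between 2L:18141569 and 18142446 were called in all 4 lists, with score percentiles from 2.80 to 25.5 in the mock lists. Triptolide replicate 1 further had promoter peaks at 2L:18137454 to 18137875 and 2L:18139512 to 18139996, with percentiles of 37.2 and 93.2. Triptolide replicate 2 had a promoter peak at 2L:18137446 to 18137926 with a percentile of 99.6. It also had an exonic peak at 2L:18139602 to 18140001, which overlaps the replicate 1 peak there, with a percentile of 72.3. No mock list had a peak at these positions. Socs36E spans 2L:18138675 to 18152417 on the minus strand, so the first of these positions lies beyond its 3' end and the second near that end. Promoter peaks were called from any annotated TSS, so these peaks do not show a gain at a Socs36E promoter. At vri (FBgn0016076), mock replicates 1 and 2 had 2 and 4 peaks and triptolide replicates 1 and 2 had 2 and 1. The triptolide replicate 2 peak, at 2L:5312464 to 5312855, lies beyond the end of the gene at 2L:5311223. An intronic peak at 2L:5292820 to 5293280 in mock replicate 1 was present in mock replicate 2 and in triptolide replicate 1 but not in triptolide replicate 2, and a promoter peak at 2L:5306421 to 5306926 was present in both mock lists only. At betaTub60D (FBgn0288686) 0 peaks were called in any list.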

Values the study reported

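The study reported 3977 AGO2 peaks in control cells. Upon triptolide treatment it counted 936 lost and 13 gained sites by differential binding analysis of the reads. Promoters held 73% of the lost peaks.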

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

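The comparisons of GC content, exon share and summit distance, their alternatives, the wider summit window, the promoters of protein-coding genes and the stratification by GC content were chosen after the data were examined. Of 143 values computed under an alternative, 121 stayed on the same side of their test's threshold or within the spread or count ratio of 1.5 that was allowed, and 22 moved further. Values with a p-value were counted by direction and threshold and not by size. Tests of 2 lists against 2 thus counted as unchanged whenever their direction held. The exon difference was so counted at 49.6 percentage points with the 500 bp promoter, against 32.9 in the main setting and a pooled SD of 2.27. The number of unchanged values is therefore no measure of stable size. The direction of every tested difference was kept except for the odds ratio of lost regions, which lay on either side of 1. Comparisons of 2 lists against 2 cannot pass 0.05 under any setting, so for them only size and direction can be read.

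With the top 50% of each list by score, replicate overlap after triptolide was 43.2%, 281 regions were lost, 1122 were gained and the retained share was 18.4%. With 1055 top-scoring peaks from each list, replicate overlap after triptolide was 36.0%, 303 regions were gained and the retained share was 7.50%. The lower counts follow in part from the shorter lists. When a peak in at least 1 replicate sufficed, 1448 regions were lost, 7651 were gained and the retained share was 28.4%, as this definition admits more regions.

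Leaving out each replicate in turn gave a log2 ratio of peak numbers from 1.58 to 2.44, from 621 to 1406 lost regions, from 2851 to 5518 gained regions and a retained share from 12.6% to 33.1%. The promoter odds ratio of gained against retained regions ranged from 0.264 to 0.560, and that of lost against retained regions from 0.943 to 1.66, with no test made with a replicate left out. The difference in score percentile between lost and retained regions ranged from -26.7 to -2.16. The value of -2.16 came from omission of mock replicate 1, after which regions need a peak in mock replicate 2 only; the cause of the smaller difference was not tested. Counts of lost or gained regions rise by construction when a list is left out of a consensus.

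The replicate block, in which differences were taken between lists of the same replicate number, gave a log2 ratio of 2.01 (exact sign-flip p = 0.5, the smallest value possible), a promoter difference of -21.6 percentage points and a width difference of -52 bp. The replicate differences of mock and triptolide had a correlation of -0.0142 over 9664 merged regions. Only 2023 regions had a peak in at least 1 mock list, so most merged regions had no mock peak that could differ between replicates. The correlation therefore cannot show whether lists with the same number were paired.

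The promoter odds ratio for gained regions stayed below 1 with p under 0.05 in every setting with all 4 lists, with p-values up to 0.0308. That for lost regions passed the threshold in 0 settings with all 4 lists. Read depth is unknown, and this limits the comparison of peak numbers and of lost and gained regions. Each of these depends on what the caller was able to detect.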

Other observations

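The tests of exon overlap, of intergenic placement, of promoter placement against GC-matched windows, of retention among GC-rich regions, of peak numbers below 50% GC and of strong mock peaks list against list were chosen only after the result was seen; the other tests were written before the values they measure, in part with the peak numbers, feature shares and GC content per list already known.

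The excess of peaks after triptolide, where active transcription would be the biological variable, was weighed against technical sources first. Deeper triptolide libraries that recover the same sites plus weaker ones would hold the strong mock sites. Of the 464 mock consensus regions with the higher score percentiles, 22.0% (95% interval 18.5 to 26.0%) had a peak in both triptolide lists, and 48.5% had a peak in neither. List against list, the stronger 50% of mock replicate 1 peaks were found in mock replicate 2 in 99.8% of cases and in triptolide replicates 1 and 2 in 44.4% (40.3 to 48.7%) and 21.7% (18.4 to 25.4%). For the stronger 50% of mock replicate 2 peaks the shares were 79.4% (76.7 to 81.8%) in mock replicate 1 and 28.1% and 14.9% in the triptolide lists. Depth alone would not remove strong peaks from the longer lists, so these values argue against it. Peaks on unplaced sequence or on the Y chromosome do not account for the excess either, as the log2 ratio on the main arms was 1.94. A bias in GC content stays open. Below 50% GC the log2 ratio of peak numbers was -4.78, but this restates the difference in GC content that raised the question and is no independent test. Such a bias and an increase of AGO2 on GC-rich sequence after triptolide cannot be told apart from the lists, because reads of the immunoprecipitations and inputs were not analysed here. The study's own test of reads counted far fewer gained sites, as quoted above, which goes against a widespread increase. Whether the lists used here entered that test is not known.

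How far GC content alone would place the gained regions was examined with random windows of the same GC content and width. Under the promoter-first hierarchy, gained regions lay in exons in 40.6% of cases and matched windows in 43.0% (range over 100 draws 41.1 to 45.3%), but an excess at promoters lowers the first share, so the hierarchy does not decide the point. Any overlap with an exon, promoters included, was found for 94.4% of gained regions, for 84.7% (82.9 to 86.0%) of matched windows and for 39.1% of uniformly placed windows. GC content thus gives most of the exon excess but not all of it. Among regions with at most 10% repeat sequence, the shares were 95.3% and 94.7% (93.0 to 96.2%), which is consistent with GC content together with loss of reads from repeats as the source. Nearly all of the sequence was soft-masked (over 90%) in 0.505% of gained regions and in 8.31% (7.11 to 9.42%) of matched windows. The share with at most 10% repeat sequence showed no such gap, at 73.0% of gained regions and 71.9% (70.3 to 74.6%) of matched windows. In mock replicates 1 and 2 that share was 31.4% and 32.4%, below the means of their matched windows (67.2% and 59.4%). The share over 90% soft-masked was not below its draws in each list, as in mock replicate 1 it was 1.07% and within their range (0.873 to 2.81%). In mock replicate 2 it was 0.687%, below its draws (1.27 to 2.70%). It was also below the draws in triptolide replicates 1 and 2, with 0.512% (4.99 to 6.60%) and 0.608% (6.09 to 7.95%). Gained regions lay at promoters in 54.4% of cases and matched windows in 42.7% (40.5 to 45.1%), so GC content was not the whole cause there. For intergenic sequence, the observed share was 3.21% against 12.0% in matched windows. Among regions with at most 10% repeat sequence it was 2.33% against 3.18% (1.93 to 4.11%), with 99 of 100 draws at or above the observed share. Matched windows are not free of called sequence, as 30.7% (29.0 to 32.8%) of those for all gained regions overlapped a triptolide consensus region, which draws them towards the observed shares. Without such windows the mean in regions with little repeat was 3.63% (2.18 to 4.93%), with 97 of 100 draws at or above the observed share. At this margin GC content together with loss of reads from repeats cannot be told apart from a further avoidance of intergenic sequence, since the observed value lies within the range of the draws but near its lower end. Gained regions also stayed less frequent at promoters than retained regions within quintiles of GC content, with an odds ratio of 0.288 (0.186 to 0.447). GC content was taken from mock intervals for retained regions (median 52.8%) and from triptolide intervals for gained regions (59.7%). Retained regions were also chosen by a peak in both mock lists, and 80.5% of all mock consensus regions lay at promoters. The ratio therefore cannot decide whether GC content was the whole cause of that difference. Active genes and open chromatin, which were not tested, stay open for the promoter excess.

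Summits of triptolide peaks lay within 250 bp of a TSS in 7.17% and 5.75% of cases, and midpoints of GC-matched windows in 4.19% and 3.74%. Matched windows are thus even farther from TSSs than the peaks, and no draw of 100 reached the observed shares. A GC bias would lower the share near TSSs in the observed direction but leaves a small excess that it does not explain. Part of that excess may come from sites kept from the mock state. Triptolide peaks at retained regions had their summit within 250 bp of a TSS in 58 of 149 cases (38.9%, 31.5 to 46.9%) for replicate 1. For replicate 2 this held in 60 of 150 cases (95% interval 32.5 to 48.0%). These shares are close to the mock lists, but the peaks were chosen by overlap with mock regions. The closeness is thus largely given by the choice and is no test. Among the few triptolide peaks below 50% GC, 32 of 46 and 4 of 8 overlapped a mock peak, against 8.88% and 6.04% of all triptolide peaks. The triptolide lists may mix a small set of mock-like sites with a large set of GC-rich regions. That is a hypothesis found and examined on the same lists.

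Loss of mock regions was weighed against the same bias. Among the 47 mock consensus regions as GC-rich as the upper 75% of triptolide replicate 1 peaks (at least 56.8% GC), 48.9% (35.3 to 62.8%) were retained in both triptolide lists. Random windows matched to them in GC content and width had a peak in both lists in 27.7% of cases (12.8 to 42.6% over 100 draws), so much of this share is chance overlap, and its closeness to the overlap between replicates shows nothing. The excess over chance was also expressed as a share of the regions that chance overlap would leave without a peak in both lists. On that scale it was 29.4% for these regions, against 2.59% for those below 45% GC. A lower sensitivity of the triptolide libraries for sites of moderate GC content and a loss of AGO2 from such promoters when transcription stops cannot be told apart here, since both would leave fewer such regions in the lists and reads were not analysed. GC content was not the whole cause of what was kept. Mock regions moved to windows of the same GC content overlapped triptolide consensus regions 55.9 times on average (40 to 74 over 100 draws) against 144 observed. Lost regions also scored lower than retained regions within quintiles of GC content, by a mean difference of -24.9 percentile points (permutation p = 0.0001, the smallest value 10000 permutations can give). Without mock replicate 1, whose omission changes both the regions and the scores, the unstratified difference in score was -2.16.

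Transcription by RNA polymerase III does not need the factor that triptolide blocks, and retention at transfer RNA genes was to be examined. Of 290 such genes, 0 overlapped a retained region, but 0 overlapped a lost or partial region as well, and the mock lists held 0 and 1 peaks at these genes. Retention there was therefore not testable, and reads from genes with near-identical copies are removed by the mapping quality filter.

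Mock replicate 2 held more peaks than mock replicate 1. The 990 peaks of replicate 2 with no counterpart in replicate 1 had a median score percentile of 29.5, and the 929 shared peaks one of 75.2. A lower sensitivity of replicate 1 for the same sites is a candidate explanation, as 90.0% of its peaks lay in replicate 2. The excess lay mostly below 50% GC, with 1090 peaks in replicate 2 against 390 in replicate 1. At or above 50% GC the numbers were 802 and 642. A GC bias between these libraries therefore stays open too. No biological explanation was tested for this difference between replicates.

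The peak numbers differ from those of the study. Here 2023 regions had a peak in at least 1 mock replicate. That is lower than the value quoted from the study above. Lost regions numbered 597 here. That is lower than the value quoted from the study above. Gained regions numbered 2815 here. That is higher than the value quoted from the study above. Lost and gained sites of the study came from a test of reads, which is another measure than presence in a list. Its final peaks came from a pooled call but also had to be found in a replicate, so a pooled call does not readily account for a number above that of the regions with a peak in at least 1 replicate here. Whether the lists used here are those behind the study's counts is not known.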
